A study of Mus musculus with 12 samples. Its data were reported in "Cross-species high-resolution transcriptome profiling suggests biomarkers and therapeutic targets for ulcerative colitis" (2023).

How the data were processed

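The files describe 12 libraries of total RNA from colon and whole blood of DSS-treated and untreated mice. The authors removed globin RNA along with ribosomal RNA from the blood libraries, and ribosomal RNA from the colon libraries. They trimmed the reads, removed ribosomal reads, mapped the rest to GRCm38 with STAR and quantified them with Stringtie on the Ensembl 92 annotation. The deposited count table holds gene counts that the authors derived from Stringtie's transcript coverage. These counts are whole numbers but not a tally of reads, so their totals need not equal the number of mapped reads. Per the study's methods, Stringtie ran with default options, which set no library strand. Where genes overlap, the quantification divides the coverage between them, which can move counts from one gene to another. The deposited tables of normalized values, one per tissue, are a signal scale in which the authors divided the count by one factor per library. The factor was recomputed and was the same for 100% of genes in each library. It ran from 0.664 to 1.31 in the blood and from 0.791 to 1.21 in the colon. The authors left 94 counted genes out of the blood table and 155 out of the colon table, among them the 7SL genes, and between 39.1% and 67.9% of all counts of a blood library lie in genes outside the table. Since the tables were normalized separately, normalized counts were compared only within a tissue.

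Groups were taken from the labels for disease state and tissue, and the mouse number from the titles. The sample labels state the tissue a second time in another field, where it is the opposite in every sample. Symbols came from the deposited tables and from GENCODE vM21 (GRCm38), which held 53706 of the 53801 gene identifiers; gene types and coordinates came from GENCODE. One red cell gene of the lists is not reported here by itself. Of 299 genes in lists written before the data were examined, 298 were found by symbol. Per-sample columns of every library were used.

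The counts were tested in R 4.3.3 with edgeR 4.0.16. Each tissue was fitted alone, as in the study, with TMM normalization, filterByExpr, glmQLFit and glmQLFTest, and Benjamini-Hochberg adjustment. SE values are the log2FC divided by the square root of the F statistic. TMM factors ran from 0.899 to 1.115 in the colon and from 0.712 to 1.542 in the blood. An SDE gene had an adjusted p-value of at most 0.05 and an absolute log2FC over 1. The effect of UC was compared between tissues as an interaction contrast over all 12 libraries, with an adjusted p of at most 0.05. Marker sets with at least 3 tested genes were tested with camera in limma 3.58.1. The sets were neutrophils, granulocyte precursors, monocytes and macrophages, B cells, T cells, eosinophils, red cells, platelets, interferon response, proliferation, absorptive colonocytes, goblet cells, intestinal stem cells, smooth muscle, fibroblasts, plasma cells, squamous epithelium, skeletal muscle, epididymis, male accessory gland, pancreas and small intestine. Principal components were computed from log2 CPM with a prior count of 2. For the lists, the libraries that held the 3 highest normalized counts of a gene were recorded for genes with a mean of at least 10. To equalise depth, counts were drawn without replacement down to the smallest total of the tissue, once with all genes and once with the genes of the normalized table.

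The genes named in the text were fixed before the data were examined: in each tissue the 5 largest rises and the 5 largest falls among SDE genes with a mean of at least 100 scaled counts and groups that do not overlap, the genes the study singled out, and the 5 genes with the lowest adjusted p in each direction of the interaction. Only Gm26712 met the rules other than membership of a list. The genes Pyurf, Gm47299, Rn7s1 and Rn7s2 were named after their values were seen.

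Alternatives were other normalizations (RLE, library size only), filters (none, a mean of at least 10 counts), tests (DESeq2 1.42.0, limma-voom, edgeR with robust dispersion), thresholds, a fit of all 12 libraries, and each mouse left out in turn. The mouse number as a replicate block was an alternative for the interaction. The study drew colon and blood from the same 6 mice, and the titles give both tissues the same numbers. Deviations from the labelled group means were correlated across 15802 genes between same-numbered colon and blood libraries. The r ran from 0.0073 to 0.233, positive in each pair and over 0.1 in 3 of the 6. Genes are not independent replicates. Libraries with different numbers were not compared, so these values do not show that the numbers name the same animals.

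The steps were tested on simulated data with the means and library sizes of these samples and 200 genes changed 4-fold. The changed genes were drawn only from genes with higher mean counts, so recovery of low-count genes was not tested. At a dispersion of 0.05, edgeR recovered 99.5% of the changed genes among 22238 colon genes and 100% among 16759 blood genes. The interaction recovered 94.5% at that dispersion, among 53801 genes before the filter. With each gene's dispersion as fitted under the labels, edgeR recovered 19.5% in the colon and 73.0% in the blood. At a dispersion of 0.05, camera, fry and camera with an estimated correlation each recovered 3 of 3 shifted sets among 20. Every gene of these 3 sets was shifted 4-fold, and genes were drawn independently. Neither the sets nor the interaction were simulated at the fitted dispersions. The simulation therefore does not show how often the set tests find a shift at the spread of these libraries. No pair of libraries in a labelled group was identical, and over 12 such pairs the chi-square of their counts was at least 227.9 times its degrees of freedom. At these totals, the floor of 3 counts is a CPM between 0.0210 and 0.0434, which covers counting error only.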

Results

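Total RNA-seq was measured in colon and whole blood of mice from a model of ulcerative colitis (UC), in which dextran sulfate sodium (DSS), a detergent-like sugar polymer that damages the gut lining, is given in the drinking water. Per the labels, the UC mice received 1.5% DSS for 7 days and all mice were killed on day 8, and the control mice received no DSS. The 12 libraries fall into 4 labelled groups of 3: UC colon (mouse numbers 1, 2 and 4), control colon (7, 8 and 9), and UC blood and control blood with the same mouse numbers. The total count per library ranged from 69181049 to 103662306 in the colon and from 80867247 to 142536804 in the blood. Between 26449 and 27884 genes had at least 1 count in a colon library and between 19498 and 21564 in a blood library. In the blood, the 7SL RNA genes Rn7s1 and Rn7s2 took from 35.9% to 65.4% of all counts, against 4.90% to 6.50% in the colon. In the colon, the 3 libraries labelled UC had the 3 highest total counts and the 3 lowest 7SL shares, so the depth of the libraries parts the colon samples in the same way as the disease labels.

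The labels name the tissue in a pair of fields that contradict each other in every sample, and the groups here follow the tissue characteristic. Genes of red cells and of gut tissue were read in each library before any comparison. For all 7 red cell genes that were found, each of the 6 libraries labelled blood had more counts than each of the 6 labelled colon. Alas2, for example, had at least 4678666 counts in the blood and at most 4595 in the colon. For all 8 gut genes the order was the opposite, with Krt8 at 330742 counts or more in the colon and at 88 or fewer in the blood. The tissue characteristic therefore matches the counts in all 12 libraries. Xist had at most 24 counts in any library, while the Y-linked gene Ddx3y had between 1197 and 6180, so the libraries do not differ in sex.

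The next check concerned the disease labels. A list of 13 inflammatory genes that the study described in this model was read in each library, on the scale of the authors' normalized counts, which are comparable within a tissue. None of the 13 genes had its 3 highest values in the libraries labelled UC, in either tissue. In each tissue, all 13 genes had their 3 highest values in mouse 1, labelled UC, and in mice 7 and 9, both labelled control. S100a8 (chromosome 3, 90668978 to 90670035, GRCm38) had normalized counts of 5370 in colon mouse 1, 33.1 in mouse 2 and 22.3 in mouse 4, the libraries labelled UC. In the libraries labelled control colon, its normalized counts were 1888 in mouse 7, 75.6 in mouse 8 and 13337 in mouse 9. In blood, S100a8 had normalized counts of 88578, 14299 and 11466 in mice 1, 2 and 4, and of 37179, 8642 and 101913 in mice 7, 8 and 9. Lcn2 (chromosome 2, 32384633 to 32388252) had normalized counts of 1248, 96.7 and 99.8 in the libraries labelled UC colon and of 1208, 117.2 and 9155 in those labelled control colon. The disease label of a library is for this reason given below as the libraries "labelled UC" or "labelled control", and a direction drawn from the labels is a direction between these labelled groups.

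**Figure D1:**
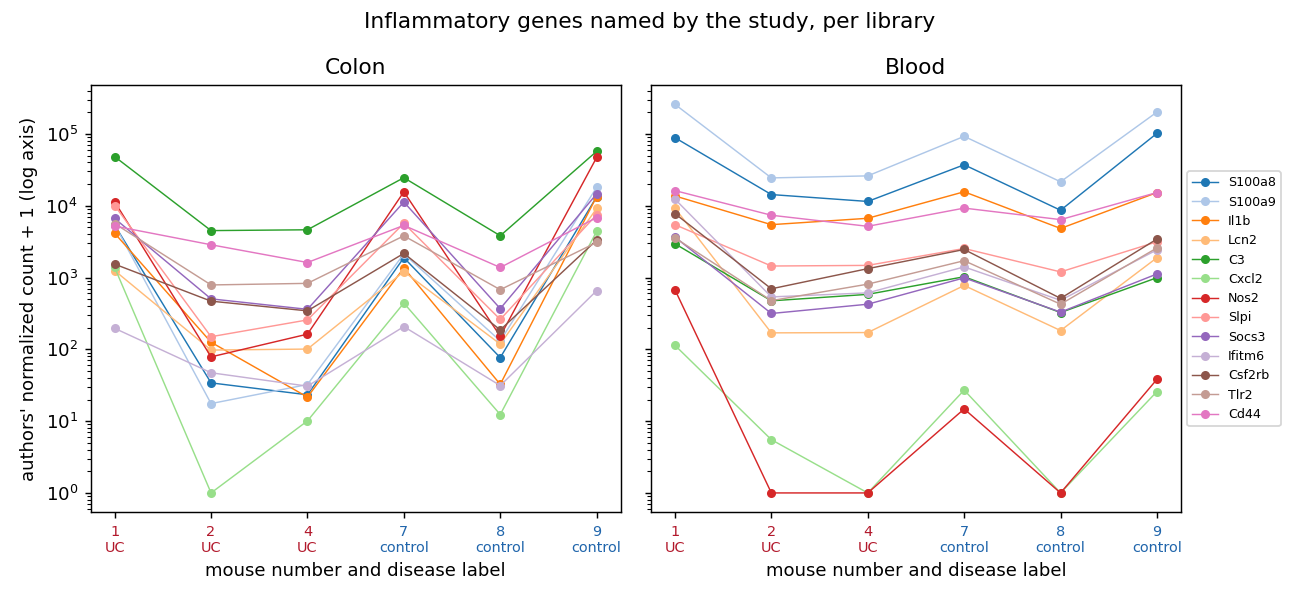
Normalized counts (authors' scale, plus 1, on a log axis) of the 13 inflammatory genes in each of the 6 colon libraries (left) and 6 blood libraries (right), by mouse number and disease label; each line joins the values of one gene. In both tissues all 13 genes are highest in mice 1, 7 and 9.

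Principal component analysis of the 500 most variable genes asked whether the libraries part by disease label. Component 1 held 70.8% of the variance in the colon and 41.6% in the blood. In the colon, the libraries labelled UC had component 1 scores of 53.34, -50.94 and -47.38 (mice 1, 2 and 4), and those labelled control had 49.90, -55.64 and 50.71 (mice 7, 8 and 9). In the blood, the scores were 48.32, -27.59 and -22.25 in the libraries labelled UC and 7.13, -30.32 and 24.71 in those labelled control. Component 1 did not part the labelled groups in either tissue, and the order of the mice along it was the same in colon and blood. The share of component 1 moved most in the colon when all genes were used, to 55.05%.

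**Figure D2:**
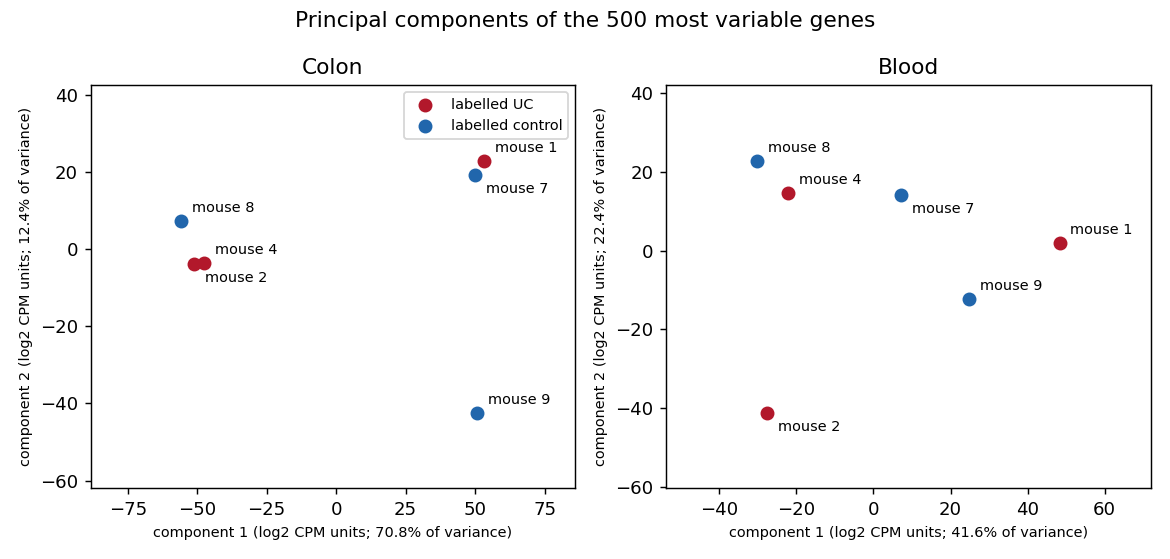
Scores of the 6 colon libraries (left) and the 6 blood libraries (right) on components 1 and 2 of the 500 most variable genes (log2 CPM units), each point 1 library, coloured by disease label. Mice 1, 7 and 9 lie on one side of component 1 and mice 2, 4 and 8 on the other in both tissues.

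For the comparison of UC with control colon, 22238 genes were tested with edgeR's quasi-likelihood test. A gene was called significantly differentially expressed (SDE) with a Benjamini-Hochberg adjusted p-value of at most 0.05 and an absolute log2FC over 1. With the libraries as labelled, 1 gene was SDE, and 313 genes (1.41%) had an unadjusted p under 0.05, where chance alone gives 1112. This second number depended on single mice. With 1 mouse left out it ran from 202 (without mouse 2) to 1942 of 23122 genes (without mouse 8), the latter above the chance level. The groups did not overlap for 1202 genes (5.41%), where chance gives 10%. The biological coefficient of variation within the labelled groups was 0.503. DESeq2 moved the number of SDE genes most, to 6.

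The SDE gene was Gm26712 (ENSMUSG00000097656), a transcribed unprocessed pseudogene at 57689433 to 57689649 on the minus strand of chromosome 6 (GRCm38). It had 482, 650 and 712 counts in the libraries labelled UC colon and 3 counts in each of the 3 labelled control colon. The fitted log2FC was 7.24 (SE 0.374, edgeR adjusted p 0.0122), higher in 3 of 3 libraries. The control libraries are at the floor of 3 counts. In the libraries labelled UC the CPM was 6.24 ± 0.816 (SD, n = 3), 154.8 times the mean CPM of those 3 counts. All 217 bases of Gm26712 lie within exon 2 of the protein-coding gene Pyurf on the same strand (57686576 to 57689878), so the count of either gene depends on how reads of the shared stretch were assigned and is uncertain. The call was lost in each of the 6 fits that left out 1 mouse, with limma-voom (adjusted p 0.335), and at an adjusted p of 0.01.

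**Figure D3:**
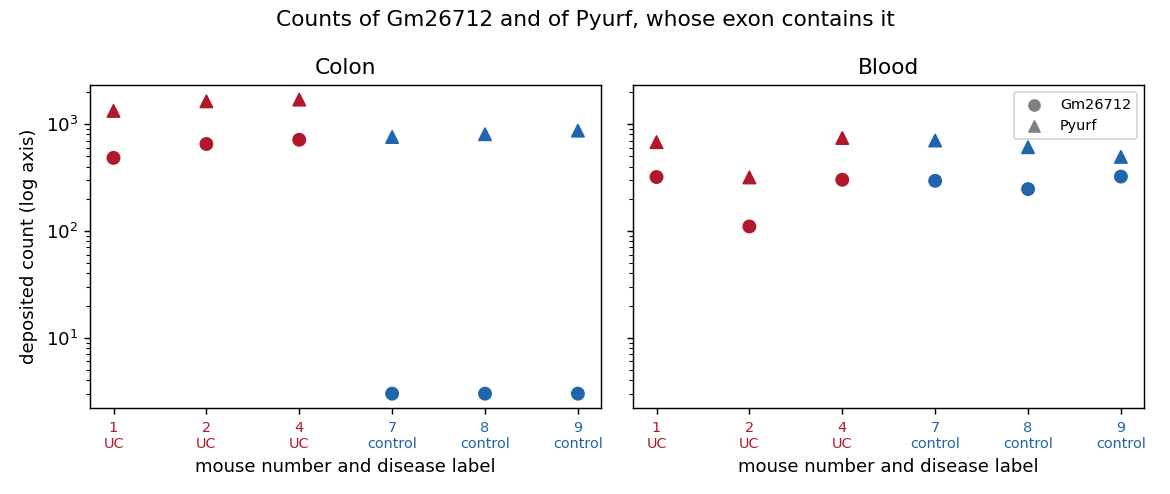
Deposited counts (log axis) of Gm26712 (circles) and Pyurf (triangles) in each colon library (left) and blood library (right), by mouse number and disease label. Gm26712 has 3 counts in each library labelled control colon and between 110 and 712 in the other 9 libraries.

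For UC against control blood, 16759 genes were tested in the same way. None was SDE, and 241 genes (1.44%) had an unadjusted p under 0.05, where chance alone gives 838. The lowest adjusted p was 0.9998. With 1 mouse left out, the number with an unadjusted p under 0.05 ran from 172 (without mouse 9) to 819 (without mouse 1). The labelled groups did not overlap for 1090 genes (6.50%), where chance gives 10%, and the biological coefficient of variation was 0.417.

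The study also asked which genes change in both tissues. Of 15802 genes tested in both, 0 were SDE in both, and 4 had an unadjusted p under 0.05 in both tissues. If the genes at that level in each tissue overlapped at random, 2.96 would be expected. Of these 4, 3 changed in the same direction. The direction of change by gene type could not be compared, since no protein-coding gene and no lncRNA was SDE in either tissue with the libraries as labelled.

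Whether the effect of UC differs between the tissues was tested as an interaction over all 12 libraries and 23258 genes. Only Gm26712 had an adjusted p of at most 0.05 in edgeR's quasi-likelihood test (difference of log2FC 7.26, SE 0.486, adjusted p 2.809e-04), and 793 genes had an unadjusted p under 0.05. In the blood, Gm26712 had 319, 110 and 301 counts in the libraries labelled UC and 294, 246 and 322 in those labelled control. With the mouse number as a replicate block, the number of genes was 0 and the adjusted p of Gm26712 was 0.080.

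The genes the study singled out were then examined as lists. The study chose these genes on the same samples, so a count over such a list is not independent evidence. Its list of genes changed in colon and blood of mice and patients is longer than the part its text names, and only that part was examined. Of these 25 genes, 0 were SDE in the colon and 0 in the blood, both over all genes tested and adjusted over the list alone, and 0 had an unadjusted p under 0.05 in either tissue. The log2FC of the 25 genes in the colon ran from -2.85 (Lcn2) to 0.43 (Ppp1r3b), with a median of -1.03, and 23 of the 25 were lower in the libraries labelled UC. In the blood it ran from -0.37 (S100a8) to 1.75 (Lcn2), with a median of 0.57, and 22 were higher. None of the 25 had groups that did not overlap. For Lcn2, the SE was 1.67 in the colon (edgeR, unadjusted p 0.134, adjusted p 0.9999) and 1.49 in the blood (edgeR, unadjusted p 0.274, adjusted p 0.9998).

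The other lists of the study gave 0 SDE genes too, and 0 adjusted over the list alone, with no gene at an unadjusted p under 0.05. These were the 13 inflammatory genes in each tissue, 7 of the 10 genes named for the colon that passed the filter in the colon, 9 of the 10 named for the blood that passed it in the blood, and 11 lncRNAs in the colon and 6 in the blood. The single libraries differed widely. Reg3b had normalized counts of 985376 in colon mouse 1, 108204 in mouse 7 and 5504 in mouse 9, and at most 17.6 in mice 2, 4 and 8. Abca12 had normalized counts of 24321 in mouse 1, 24051 in mouse 7 and 25.2 in mouse 9. Defb37 was counted in 2 of the 6 colon libraries, with 789 normalized counts in mouse 1 and 517 in mouse 7. The lncRNA Hottip had normalized counts of 54.9, 1727 and 1994 in the libraries labelled UC colon and of 77.1, 1959 and 646 in those labelled control colon.

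Sets of marker genes were tested with camera at a preset correlation between genes of 0.01. In the colon, 10 of 20 sets had an adjusted p of at most 0.05. Lower in the libraries labelled UC were the sets for monocytes and macrophages (median log2FC -0.89, adjusted p 2.947e-06), proliferation (-0.71, 2.058e-04), T cells (-0.88, 3.680e-04), neutrophils (-1.87, 5.228e-04), fibroblasts (-0.42, 0.00117), B cells (-0.82, 0.00516), the interferon response (-0.53, 0.0102) and granulocyte precursors (-1.22, 0.0351). Higher were smooth muscle (0.43, 0.00117) and pancreas (0.86, 0.00516). All 12 neutrophil genes were lower in the libraries labelled UC, although none had an unadjusted p under 0.05. None of the 10 sets held under fry, where the lowest adjusted p was 0.695, or under a correlation estimated from the data, where it was 0.526. The other 10 sets (eosinophils, red cells, platelets, absorptive colonocytes, goblet cells, intestinal stem cells, plasma cells, squamous epithelium, skeletal muscle and small intestine) had adjusted p-values from 0.058 to 0.977 in camera.

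In the blood, 1 of 15 sets was past the threshold in camera, that of fibroblast genes (5 genes, all higher in the libraries labelled UC, median log2FC 1.40, adjusted p 7.586e-06). It held neither under fry (adjusted p 0.573) nor under an estimated correlation (0.199). Normalized counts per library ran from 3.16 to 78.5 for Col1a1 and from 1255 to 13178 for Fn1. The other 14 sets, among them neutrophils (median log2FC 0.59, adjusted p 0.773) and granulocyte precursors (1.86, 0.392), had adjusted p-values from 0.241 to 0.996. Sets for epididymis and male accessory glands had fewer than 3 tested genes in both tissues and were not tested. The same held in the blood for the sets of absorptive colonocytes, goblet cells, squamous epithelium, pancreas and small intestine.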

Values the study reported

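The study reported 3,061 SDE genes in the colon and 623 in the blood from total RNA-seq of DSS-UC mice against controls. Of these, 2479 in the colon and 518 in the blood were protein-coding. It reported 284 genes as common to both tissues.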

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

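The tests of technical explanations in this part were chosen after the result was seen. The test of the difference, its alternatives and the comparison of splits were planned. One result was singled out because the effect of the UC label differed between tissues in a test of the difference itself. Gm26712 had a log2FC 7.26 higher in the colon than in the blood (edgeR, adjusted p 2.809e-04), and with the mouse number as a replicate block the adjusted p was 0.080. Over the alternatives without the block the adjusted p ran from 9.295e-26 (DESeq2) to 0.0207 (without replicate 9). As many genes with such a difference were found in 4 of the 10 splits of the 6 mice into 3 and 3, the labelled one included; another of these, mice 1, 7 and 9 against mice 2, 4 and 8, gave 348 genes, and the highest count in the others was 4.

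For Gm26712 itself, several technical explanations were weighed. If reads had moved from Gm26712 to Pyurf, whose exon contains it, Pyurf would be higher in the libraries labelled control colon. Instead its log2FC was 0.55 in the direction of the libraries labelled UC (SE 0.192), which argues against such a move. A difference in depth is far too small, since the mean total count in the libraries labelled UC colon was 1.26 times that in those labelled control. A germline variant carried by mice 7, 8 and 9 is argued against by the blood, where the lowest count among the libraries labelled control was 246, provided that the numbers name the same animals. A batch of the colon libraries that parted most genes by label is argued against by the other genes. The labelled groups did not overlap for 5.4% of the colon genes tested, where chance gives 10% for libraries that are otherwise alike. They are not alike, since 18.3% of genes were highest in mice 1, 7 and 9 and 14.7% in mice 2, 4 and 8. That lowers the share left to the labels, so a batch of moderate effect cannot be excluded. The 4 globin genes were highest in colon mice 1, 2 and 4, and the 7SL shares parted by label. A batch that reached few genes, or moved many genes moderately, stays open. All 6 colon libraries lie on the side of their disease label by total count, so such a batch and the label cannot be told apart. Another way of assigning the shared reads in the quantification, and a biological difference between the labelled groups, remain untested.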

How the results depend on the processing

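The number of SDE genes was low under every alternative tried. In the colon it was 1 with the libraries as labelled, and it moved to 6 with DESeq2, to 0 with limma-voom and to 0 at an adjusted p of at most 0.01. The fits that each left out one mouse gave 0 genes throughout (from 0 to 0 across 6 fits); fewer libraries are one reason by construction, and the cause was not tested further. In the blood the number was 0, and it moved to 6 with DESeq2 and to 1 (Gm43802) with library size only. It ran from 0 to 3 across the 6 fits that each left out one mouse, with 3 (Zfp260, AL731706.1 and Yy2) without mouse 1, and with 1 without mouse 8 (Eif3j2) and 1 without mouse 9 (Gm43802). These genes were named after their values were seen, and the cause was not tested. Library size only shifted the median log2FC of all blood genes from 0.04 to -0.27. Further alternatives were chosen after seeing the data. DESeq2 with the adjusted p alone gave 6 genes in the colon and 6 in the blood, and leaving out the genes outside the authors' normalized tables gave 1 gene in the colon and 0 in the blood. The number of genes called in both tissues was 0 under all alternatives, and 0 of the 25 conserved genes named in the study's text were SDE in either tissue under the alternatives tried for them.

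For the interaction, the numbers pair the samples by the study's design, and the replicate block changed the count from 1 to 0; the block leaves 4 residual degrees of freedom in place of 8. DESeq2 gave 21 genes. Across the fits that each left out one mouse the count ran from 1 to 2, with 2 (Gm26712 and Gm27517) without mouse 8. The cause was not tested. The block was tried for no other result, since each tissue holds every mouse once.

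The 10 sets of the colon moved to 0 with fry and to 0 with camera with an estimated correlation, and ran from 2 to 12 across the fits that each left out one mouse, with 2 without mouse 9. The 1 set of the blood moved to 0 with fry, to 0 with an estimated correlation and to 3 with library size only, and ran from 2 to 8 across the fits that each left out one mouse, with 8 without mouse 1. fry and the estimated correlation allow for genes of a set that vary together between libraries of a labelled group, which the preset correlation of 0.01 does not. The question differs too: fry asks whether the genes of a set changed, and camera whether they changed more than other genes. The loss of the sets under fry therefore cannot be put down to the correlation alone. The share of variance on component 1 moved from 70.8% to 55.05% with all genes and to 64.96% with a prior count of 0.5 in the colon, and from 41.6% to 35.65% with a prior count of 0.5 in the blood. In each of these analyses mice 1, 7 and 9 lay on one side of component 1.

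The log2FC of Gm26712 in the colon ran from 7.10 to 7.32 over the tools, scalings and filters, and it was past the threshold except with limma-voom. The comparison of direction by gene type was not run under any alternative, since no fit gave protein-coding and lncRNA calls in numbers that allow it; DESeq2 in the blood came closest, with 5 protein-coding genes and 1 lncRNA. In simulated data at the depth of these libraries, with 200 genes changed 4-fold, edgeR recovered 99.5% of them in the colon at a dispersion of 0.05 and 19.5% at the dispersion fitted under the labels, with 48 calls in all. DESeq2 recovered 158 of the 200 at the fitted dispersion, with 117 false calls. In the blood edgeR recovered 100% and 73.0%. Spread within the labelled groups lowers what edgeR recovers in the colon. Even so, as many changes of that size in genes with higher counts would have given more calls than were found in either tissue.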

Other observations

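The tests in this part, other than the counts under the labels and the comparisons of splits, were chosen after the results were seen. With the libraries as labelled, 1 gene was SDE in the colon. That is lower than the value quoted from the study above. In the blood, 0 genes were SDE. That is lower than the value quoted from the study above. No protein-coding gene was among them (0 in the colon and 0 in the blood), and 0 genes were SDE in both tissues. These are lower than the values quoted from the study above.

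The other splits of the 6 mice into 3 and 3 show how the labelled comparison ranks. As many colon genes as under the labels were called in 4 of the 10 splits, and as many blood genes in 10 of 10. As many genes called in both tissues were found in 10 of 10 splits, and as many of the conserved genes in 10 of 10 for the colon and 10 of 10 for the blood. Where the labelled count was 0, every split is as large by construction, and such a comparison says nothing. For the marker sets, 3 of the 10 splits gave as many in the colon and 10 of 10 in the blood, where the labelled count was 1. One split stood apart in the number of genes called, though not in marker sets. The split of mice 1, 7 and 9 against mice 2, 4 and 8 called 1963 colon genes, where no other split called more than 1, and 64 blood genes, where no other split called more than 6. It called 35 genes in both tissues, and 23 of the 25 conserved genes in the colon and 5 in the blood, where every other split called 0. It gave 10 marker sets in the colon, as many as the labels, where the highest number was 11, and 3 in the blood, where the highest was 6. It is a split seen in the data and not a group of the labels, so no fold changes are given for it.

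A candidate explanation is that the disease states in the labels were exchanged for mice 2, 4, 7 and 9. Of the 12 neutrophil genes, 10 are not named in the study's text; its full lists of SDE genes were not used here. All 10 had their 3 highest normalized counts in mice 1, 7 and 9 in the blood, and all 10 did so in the colon. The other 2, S100a8 and S100a9, are among the inflammatory genes, and genes of one cell type vary together, so this largely restates the pattern of those genes. Mice 7 and 9 inflamed without DSS would give the same order, so exchanged labels cannot be told apart from that by these genes. Over all genes with a mean of at least 10 in the colon table, 18.3% had their 3 highest values in mice 1, 7 and 9 and 14.7% in mice 2, 4 and 8, against 3.48% in the mice labelled UC and 2.11% in those labelled control, where 5% is expected by chance for any 3 libraries. In the blood these shares were 11.8%, 7.29%, 3.10% and 3.40%, and 3 other sets of mice had a larger share than mice 2, 4 and 8: 7.83% for mice 4, 7 and 8, 7.66% for mice 1, 4 and 7, and 7.58% for mice 2, 8 and 9. The deposited normalized tables of both tissues list their columns in the order of mice 1, 7, 9, 2, 4 and 8, although column order gives no group. The 25 conserved genes named in the study's text had their 3 highest values in mice 1, 7 and 9 in 24 cases in the colon and 25 in the blood, and these genes were picked by the study from these libraries. Ppp1r3b, the exception, was highest in colon mice 2, 4 and 8, and the paper states that it is lower in UC colon.

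Technical explanations for the same pattern were tested. The counts of each library were thinned at random to the smallest total of its tissue. This changed which 3 libraries were highest for 42.3% of the colon genes and 48.4% of the blood genes with a mean of at least 10 counts, and left 13 of the 13 inflammatory genes highest in mice 1, 7 and 9 in the colon and 13 of 13 in the blood, which argues against library depth. With the genes outside the normalized tables, 7SL among them, left out before thinning, the changed shares were 50.9% and 48.0%, and the numbers were again 13 of 13 in each tissue, which argues against a few genes taking most of the counts. Blood left in the colon is argued against by the red cell genes Alas2 and Slc4a1: their highest colon count was 0.194% of the blood count of the same mouse, while for S100a8 this percentage was 6.74%, 3.08% and 12.03% in mice 1, 7 and 9. The globin genes give no such measure, since globin RNA was removed from the blood libraries and not from the colon libraries: for Hbb-bs, Hbb-bt, Hba-a1 and Hba-a2 the percentage ran from 0.676% to 30.8%. All 4 had their 3 highest normalized colon counts in mice 1, 2 and 4, and not in mice 1, 7 and 9. That the libraries were compared in the study as they are labelled is argued against by its own lists: DESeq2, the test its methods name, called 0 of the 25 conserved genes under the labels at an adjusted p of at most 0.05 with no limit on the log2FC, over both tissues together. The lowest DESeq2 adjusted p among them was 1 in each tissue, with an adjusted p for 25 genes in the colon and 24 in the blood, and 1 gene in the colon and 0 in the blood had an unadjusted p under 0.05. The directions of these genes in the colon argue the same way. The paper states that its conserved genes rose in both tissues, except Ppp1r3b, which fell in the colon. In edgeR under the labels, 23 of the 25 were lower in the colon, and Ppp1r3b was higher (log2FC 0.43). None had an unadjusted p under 0.05 in edgeR, and genes of one cell type vary together. In the blood 22 were higher, the paper's direction, so the blood does not argue this way. None of this shows whether the labels or the groups compared in the study give the treatment of each mouse. A biological explanation, in which mice 7 and 9 were inflamed without DSS and mice 2 and 4 did not respond to it, would need the study to have compared other groups than the treated and untreated mice. The paper states that DSS and control mice part on the first component in both tissues. Here component 1 parted mice 1, 7 and 9 from mice 2, 4 and 8 in both tissues. Only that split called any of the 25 conserved genes, 23 in the colon and 5 in the blood. These values argue against the biological explanation, provided that the study compared treated with untreated mice. The labels give day 8 for every mouse and so record no difference in day. A shared cage was not tested and stays open. The study chose its mice by a disease activity score, which was not analysed here. The labels give no batch. Every direction given above rests on the labels as deposited.

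Another oddity concerned Gm47299, an annotated miRNA gene of 80 bases (chromosome 12, 69361179 to 69361258, minus strand, GRCm38) of which 77 bases lie within Rn7s2 on the same strand. It had between 3681478 and 6067067 counts in 5 of the blood libraries and 1 count in the blood library of mouse 9. If its reads had been counted for Rn7s2 in that library, the ratio of Rn7s2 to Rn7s1 would be higher there. It was 0.845, against 0.848 to 0.883 in the other 5 libraries, which argues against that move. No biological explanation was tested.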
